A study of Arabidopsis thaliana with 88 samples.

How the data were processed

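Leaf DNA of 32 Arabidopsis thaliana accessions was bisulfite-converted and sequenced with paired 100 bp reads. Per the labels' protocols, plants grew on soil at 21 °C with long days, leaves were collected from 2 to 3 plants of an accession, and libraries were made by tagmentation with Tn5 transposase. Bisulfite turns unmethylated cytosines into uracil, so that a cytosine read as C was methylated or escaped conversion. The aligner, the methylation caller, the genome build and the formula behind a locus's level are not given in the sources used here. The deposited values are fractions from 0 to 1, which the authors gave per locus and library in 12 tables, 1 for each combination of 3 contexts, gene body or promoter, and 2 annotations. No column of per-sample values was left out. The annotations were Araport11 (62018 loci) and the authors' own (36877 loci, 11071 of them noncoding). The 11748 loci with the same coordinates in both annotations had equal values in 100% of cases (tolerance 1e-06). Promoter windows were 400 bp wide and reached 200 bp to each side of the start of the locus.

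Columns were matched to samples by the accession and replicate in their names, and samples were grouped by accession. Coordinates are given counting from 1. Locus classes were rebuilt from the coordinates with bedtools 2.31.1, with an overlap of at least 1 bp. Intergenic lncRNA loci (2152, of which 895 overlapped a TE fragment) were noncoding loci that overlapped no protein-coding locus of either annotation. They also overlapped no TE gene and no further transcript of the authors' annotation. Noncoding loci over a protein-coding locus on the other strand alone were called antisense lncRNA (8120). The 799 others entered no class comparison, and only their gene-body levels are given. The rebuilt classes need not match the authors' own. Protein-coding genes, TE genes and TE fragments came from Araport11. Gene symbols came from a RefSeq table of assembly TAIR10.1, in which 30827 of 30827 gene identifiers were found, and which was used for names only. Median lengths were 640.5 bp for intergenic lncRNA, 845 bp for antisense lncRNA, 2094 bp for protein-coding genes, 2049 bp for TE genes and 308 bp for TE fragments, so levels of TE fragments rest on fewer cytosines.

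No value is marked as missing in the tables, and a region without data was inferred to read as exactly 1, which no label states. In Araport11 gene bodies, 15.9% of CHH values were exactly 1, of which 98.5% were also 1 in CG and CHG, while 491 of 5457584 CHH values lay between 0.9 and 1. A CHH value of exactly 1 was therefore treated as missing in all contexts, a CHG value of exactly 1 as missing in CHG, and a CG locus at 1 in every remaining sample was dropped. In CG, a true level of 1 and a missing value cannot be separated by this rule. Loci entered a class when they had a value in at least 80% of the samples. This rule, the class definitions, the ratio used to compare spreads and the use of numbers of loci to compare F-test results across settings were fixed after the values had been examined, and the tests were fixed before that. Because the tables hold no counts or coverage, no interval for counting error can be given, and a value at 0 or at 100% in a short region may rest on few reads.

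Class levels were means over loci per library and then over the replicates of an accession, so that the accession was the unit of replication. Class differences and differences between gene body and promoter were tested with two-sided sign-flip permutation tests over 32 accessions. The accession term was tested by shuffling the labels of all libraries, the growth round by shuffling replicate numbers within accessions, and correlations by shuffling accessions. Each used 100000 resamples, whose smallest p is 1e-05, and Benjamini-Hochberg adjustment within its family of 36, 15, 15, 15 or 9 tests. Differences between accessions at single loci were tested on the fractions with a one-way F-test whose variance was moderated with limma 3.58.1 in R 4.3.3, adjusted over all loci of a table, at an adjusted p under 0.05. The 3 accessions with 1 library added to the accession term and not to the replicate variance. Intraclass correlations came from one-way mean squares over accessions with at least 2 replicates, and their errors from a jackknife over accessions. For spread at matched level, loci were placed in 10 bins of mean level of width 0.1, and bins with at least 20 loci of both classes were compared. Other steps used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9.

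The F-test was tested on simulated data in which 200 loci were given an accession SD as large as the replicate SD (ratio 1). In gene bodies of the authors' annotation it recovered 58.5% of them in CG (34478 loci), 61.5% in CHG (34155) and 74.5% in CHH (34483), and called 10, 15 and 3 unchanged loci. In Araport11 it recovered 60%, 61.5% and 58% (44408, 40020 and 45768 loci), and called 16, 16 and 11 unchanged loci. Promoters were not part of this test. In Araport11 CG it called 120 changed and 16 unchanged loci, a larger false share than the threshold of 0.05 aims at. The same held in every other simulation except CHH of the authors' annotation. Only 200 loci were changed in each, far fewer than the loci called in the real data, so these shares need not carry over. Shuffled accession labels on the real values called more loci than these unchanged ones. For protein-coding gene bodies the median was 123 and the highest 519 in CG, and 243 and 673 in CHG.

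The named loci were, for each lncRNA class and context, the 2 with the largest SD of accession means among loci with an adjusted p under 0.05, a value in every sample and at least 2 accessions with replicate ranges that did not overlap, with 1 locus per context for each of the other classes. The highest and lowest accession with at least 2 replicates are given for each. Where accessions tied at 0, the lowest accession number is given, so it need not be the only accession at 0.

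The replicate number marks a shared round of growth per the series description, so it pairs the libraries. Deviations from accession means were compared between libraries of the same number. The mean correlation across loci was between -0.00709 and 0.0169 in every round for intergenic lncRNA loci and TE genes in the 3 contexts and for protein-coding genes in CG. Libraries of a round thus shared no pattern of deviation from locus to locus in these. A correlation across loci cannot show a shift that is the same at all loci. Antisense lncRNA loci, TE fragments and the other contexts of protein-coding genes were not examined this way. Class means did deviate with the round in CHG of intergenic lncRNA loci, TE genes and TE fragments and in CHH of protein-coding genes. The main tests carry no block for the round, and a fit with the replicate number as a block was an alternative. Other alternatives, chosen before the data were examined, were loci with a value in every sample or with any value, leaving out each replicate number, the median over loci, accessions with at least 2 or 3 replicates, the arcsine square root scale, an F-test without moderation, loci with a mean level of at least 0.01, the interquartile range, a raised high limit and accession means past the limits. Alternatives chosen after seeing the data were every exact 1 as missing, the values as deposited, regions of at least 500 bp and a spread corrected for replicate error.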

Results

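DNA methylation was measured by whole-genome bisulfite sequencing in mature leaves of 32 natural accessions of Arabidopsis thaliana, a small selfing plant whose wild-collected inbred lines are called accessions and carry numbers. Accession 6909 is Col-0, the reference line. The 88 libraries were replicated unevenly. Accessions 5486, 9512 and 9845 had 1 library, 13 accessions had 2, 5 had 3 and 11 had 4. A replicate number stood for a round of sowing, growth and collection, and rounds 1 to 4 held 19, 18, 26 and 25 libraries. In plants cytosines are methylated in 3 sequence contexts, CG, CHG and CHH, where H is any base but G. The values were methylation levels per locus, given as fractions from 0 to 1 for the gene body and for a promoter window of 400 bp, and are reported here as percentages. They came without read counts or coverage, so the depth behind each value is unknown. A value of exactly 1 was read as a region without data, which was inferred from the values and is stated in no label. By that reading a share of the regions carried no data in each library, from 15.5% to 28.6% of the TE genes in the 84 libraries of the other accessions and from 2.49% to 2.82% in the 4 libraries of 6909. All 85 libraries that had a replicate were nearest to a library of their own accession in CG methylation over 24121 protein-coding genes, with a median Pearson r across genes of 0.933 within accessions and 0.799 between accessions. The ranges overlapped, since the lowest r within accessions was 0.751 and the highest between accessions was 0.871. No pair of libraries was near-identical, since the smallest root mean square difference within an accession was 5.03 percentage points.

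The series concerns the silencing of long noncoding RNAs (lncRNAs), transcripts without a protein product, so the first comparison set the methylation of lncRNA loci against that of protein-coding genes and of transposable elements (TEs). The loci were 2152 intergenic lncRNA loci, 8120 antisense lncRNA loci, which overlap a protein-coding gene on the other strand, 26928 protein-coding genes, 3901 TE genes and 31189 TE fragments. Levels rest on those with a value in at least 80% of the samples, which in the same order were 1657, 7875, 26042, 2618 and 15748 gene bodies in CG, 1558, 7847, 25925, 2485 and 11610 in CHG, and 1658, 7877, 26053, 2619 and 17096 in CHH. Over the 32 accessions, the gene-body CG level of intergenic lncRNA loci was 30.2% ± 1.99 (SD, n = 32 accessions, as for all levels in this paragraph). It was 12.7% ± 2.18 for antisense lncRNA loci, 13.7% ± 2.47 for protein-coding genes, 75.1% ± 2.93 for TE genes and 49.6% ± 2.40 for TE fragments. The CHG level of intergenic lncRNA loci was 9.93% ± 1.25. The CHG levels of antisense lncRNA loci and protein-coding genes were 1.34% ± 0.138 and 1.43% ± 0.158, and those of TE genes and TE fragments were 34.4% ± 3.51 and 16.1% ± 1.66. The CHH level was 2.92% ± 0.346 for intergenic lncRNA loci, 0.652% ± 0.0371 for antisense lncRNA loci, 0.639% ± 0.0337 for protein-coding genes, 7.15% ± 0.916 for TE genes and 4.58% ± 0.505 for TE fragments. The 799 other noncoding loci, which entered no class comparison, stood higher than intergenic lncRNA loci. Their level was 55.3% ± 2.70 in CG (517 loci), 23.2% ± 2.62 in CHG (483) and 5.50% ± 0.732 in CHH (517). Noncoding loci over TE genes were kept out of the intergenic class by definition, so its comparison with TEs leaves them out.

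**Figure D1:**
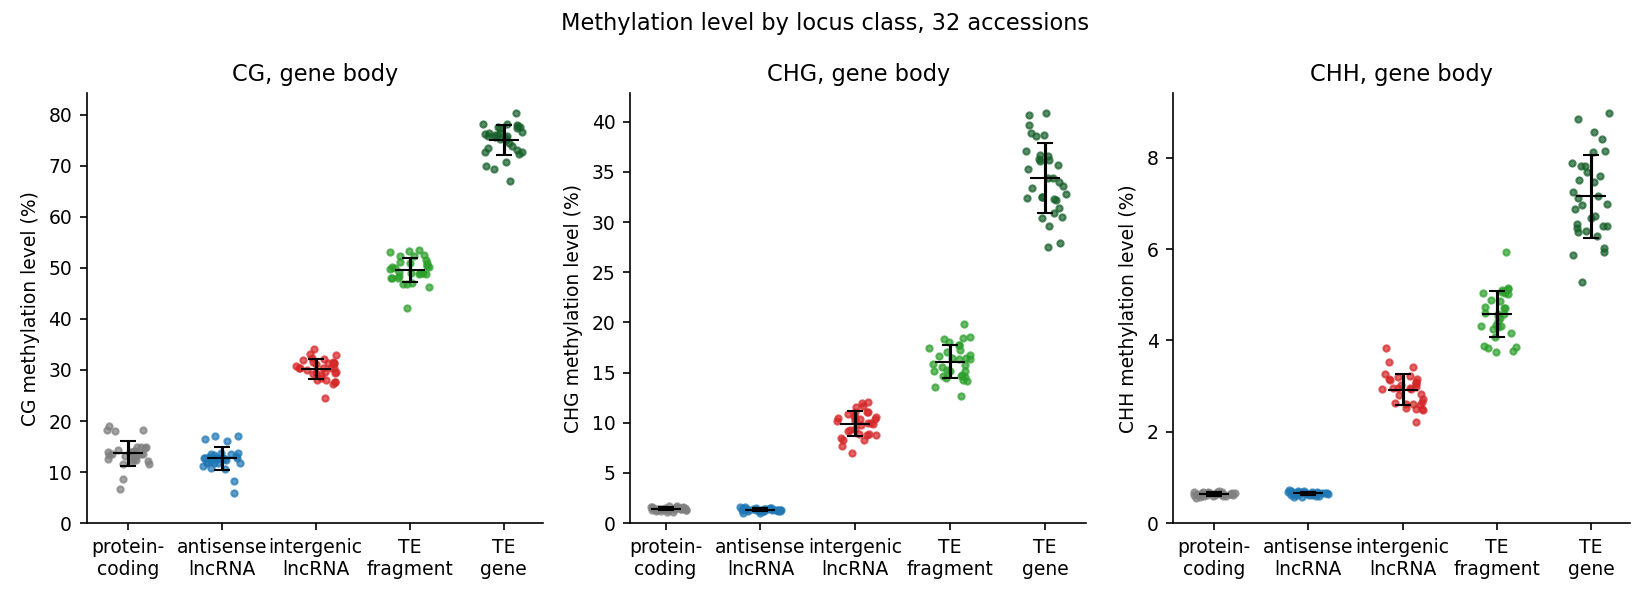
Mean gene-body methylation level (%, vertical axis) per accession for 5 locus classes (horizontal axis) in CG, CHG and CHH, with 1 point per accession (n = 32) and bars at the mean ± SD. Intergenic lncRNA loci, at 30.2% in CG, lie above protein-coding genes at 13.7% and below TE fragments at 49.6% and TE genes at 75.1%.

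Differences between classes were taken within each accession and tested with two-sided sign-flip permutation tests, with Benjamini-Hochberg adjustment over 36 tests. In gene bodies, intergenic lncRNA loci lay above protein-coding genes in 32 of 32 accessions, by 16.5 ± 2.18 percentage points in CG, 8.5 ± 1.11 in CHG and 2.28 ± 0.323 in CHH. They lay below TE genes in every accession, with differences of -44.9 ± 1.95, -24.4 ± 2.46 and -4.23 ± 0.686 percentage points, and below TE fragments by -19.4 ± 1.11, -6.17 ± 0.648 and -1.65 ± 0.221. Each of these tests gave a p of 1e-05, the smallest that 100000 resamples can give, and an adjusted p of 1.03e-05. The direction changed in part when the loci of each library were summarised by their median: with the median over loci in place of the mean, intergenic lncRNA loci lay below protein-coding genes in CG, by -3.08 percentage points, and in CHG, by -0.0161 (past no threshold, adjusted permutation p 0.0786), and lay above TE fragments in CHH, by 0.15. When each locus was first averaged over the samples, the medians kept the direction of the means in these 3 cases, at 9.83% against 6.01% for protein-coding genes in CG, 1.39% against 0.434% in CHG, and 0.837% against 2.04% for TE fragments in CHH. The class was split, since 50.2% of its loci had a mean CG level of at most 10% and 32.8% had one of at least 50%. For protein-coding genes those shares were 58.4% and 4.03%, and for TE genes 3.51% and 90.6%. Within growth rounds 1 to 4, the CG difference between intergenic lncRNA loci and protein-coding genes was 17.5, 17.0, 15.9 and 16.1 percentage points.

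Antisense lncRNA loci differed little from protein-coding genes in gene bodies. By definition they overlap protein-coding genes, so the regions of both classes cover partly the same sequence. Part of the likeness is therefore built in. The difference was -1.02 ± 0.391 percentage points in CG, with 0 of 32 accessions higher, and -0.0866 ± 0.0536 in CHG, with 2 of 32 higher (adjusted permutation p 1.03e-05 for both). In CHH it was 0.0131 ± 0.0189, with 25 of 32 accessions higher (adjusted permutation p 0.00019). The direction of both non-CG differences rested on which loci and values were used. The CHG difference was 0.0296 over loci with a value in every sample and 0.114 over regions of at least 500 bp, and it was -0.0161, past no threshold, with the median over loci (adjusted permutation p 0.0786). The CHH difference was -0.109 with the median over loci and -0.307 with the values as deposited.

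In the promoter window, the CG level was 28.0% ± 2.05 for intergenic lncRNA loci, 11.6% ± 1.79 for antisense lncRNA loci, 5.56% ± 0.606 for protein-coding genes and 70.9% ± 2.82 for TE genes (SD, n = 32). Intergenic lncRNA loci exceeded protein-coding genes by 22.5 ± 1.70 percentage points in CG, 6.26 ± 0.915 in CHG and 2.10 ± 0.323 in CHH, in 32 of 32 accessions each. Antisense lncRNA loci exceeded protein-coding genes in CG by 6.0 ± 1.49 percentage points in 32 of 32 accessions, and lay below them in CHG by -0.137 ± 0.0438 and in CHH by -0.0401 ± 0.020 (adjusted permutation p 1.03e-05 in all 6 comparisons). With the median over loci, 5 of these 6 differences were 0 and the CHH difference of intergenic lncRNA loci was 0.0281, none past the threshold.

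The class means of gene body and promoter were compared within accessions (15 sign-flip permutation tests). Each region was averaged over the loci with enough values in that region, so the 2 sets of loci differed, with 1657 gene bodies and 1507 promoters of intergenic lncRNA loci in CG and 2618 and 1845 of TE genes. The gene body exceeded the promoter of intergenic lncRNA loci by 2.13 ± 0.480 percentage points in CG and 2.43 ± 0.372 in CHG, in 32 of 32 accessions, and by 0.120 ± 0.117 in CHH, in 27 of 32 (adjusted permutation p 1.15e-05, 1.15e-05 and 2.14e-05). In CHH the promoter exceeded the gene body for protein-coding genes, by -0.0651 ± 0.0218 percentage points (0 of 32 accessions higher, adjusted permutation p 1.15e-05). It did so for antisense lncRNA loci too, by -0.0120 ± 0.0159 (5 of 32 higher, adjusted permutation p 0.00019). Protein-coding genes showed a CG difference of 8.14 ± 2.29 percentage points and TE genes one of 4.20 ± 0.461. For intergenic lncRNA loci and TE genes these directions rested on the treatment of regions without data, while the CG direction of protein-coding genes did not reverse in any alternative run. With the deposited values kept as they were, the differences of intergenic lncRNA loci became -2.07, -4.75 and -4.01 percentage points and that of TE genes in CG became -2.02. The CHH difference of intergenic lncRNA loci was also -0.00954 over loci with any value. The promoter window reaches 200 bp into the locus, so the regions share cytosines, and a larger part of them in short loci. The correlations of gene body and promoter are therefore partly built in and not comparable between classes of different length. Across loci, which are not independent replicates, the Spearman correlation of gene body and promoter levels was 0.841 in CG for intergenic lncRNA loci (1459 loci), 0.620 for antisense lncRNA loci (7599), 0.146 for protein-coding genes (24821) and 0.652 for TE genes (1787).

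Whether accessions differ in overall methylation was asked of the class means of all 88 libraries (15 permutation tests of the F of the accession term). The accession accounted for 81.4% of the variance of the CG level of intergenic lncRNA loci, 86.3% in CHG and 64.7% in CHH (adjusted permutation p 1.15e-05 each). The share was 97.8% for CG of protein-coding genes, 95.7% for CG of antisense lncRNA loci and 91.4% for CG of TE genes. It was 21.0% and 20.9% for CHH of antisense lncRNA loci and of protein-coding genes (adjusted permutation p 0.038 for both), and neither passed without replicate 3 (12.5% and 13.5%) or without replicate 4 (2.68% and 3.38%). The CHG share of antisense lncRNA loci fell from 85.9% to 1.37% with the values as deposited. The median over loci took the CHH share of intergenic lncRNA loci to 1.03% and the CHG share of protein-coding genes to 8.47%. None of these 3 was past the threshold. Accession 6911 had the lowest CG level in protein-coding genes, 6.75%, and in antisense lncRNA loci, 5.99%. Accession 9512, with 1 library, had the lowest CG level in intergenic lncRNA loci, 24.6%, in TE genes, 67.0%, and in TE fragments, 42.2%.

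The growth round was tested as a batch after removing accession means, over accessions with at least 2 replicates (15 permutation tests with round numbers shuffled within accessions). It was past the threshold for CHG of intergenic lncRNA loci, with F = 12.8 and 42.0% of the variance within accessions (adjusted permutation p 0.000225). It was also past it for CHG of TE genes (F = 10.9, 38.1%, adjusted permutation p 0.000225), CHG of TE fragments (F = 8.28, 31.9%, 0.00105) and CHH of protein-coding genes (F = 4.48, 20.2%, 0.0331). In round 1, the CHG level of intergenic lncRNA loci lay 0.446 ± 0.464 percentage points above the accession mean (SD, n = 18 libraries), with 17 of 18 libraries above it. For TE genes the deviation was 0.796 ± 1.03, with 16 of 18 above. In round 3, CHG lay below the accession mean, by -0.508 ± 0.465 percentage points for TE genes and -0.245 ± 0.307 for TE fragments, with 3 of 26 libraries above it for each. The effect on CG of intergenic lncRNA loci was not past the threshold (F = 1.88, adjusted permutation p 0.227). With the median over loci, F was 0.796 for CHG of TE fragments and 6.94 for CG of protein-coding genes, which changed both calls. With the values as deposited, the calls for CHG of TE fragments (F = 1.38) and CHH of protein-coding genes (F = 1.92) were lost.

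**Figure D2:**
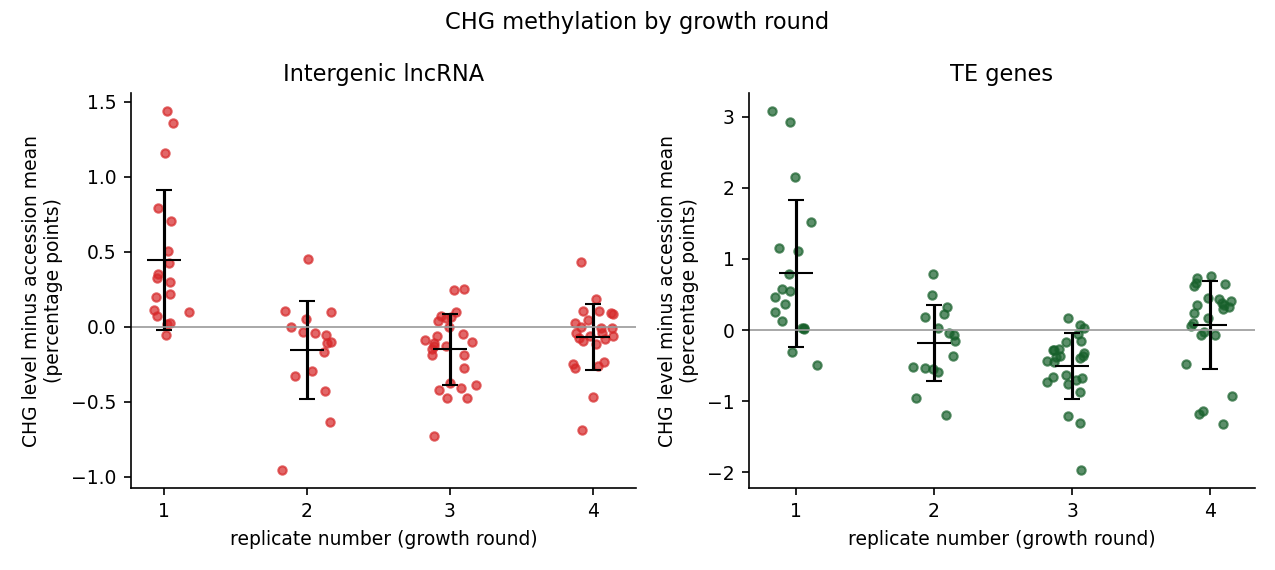
CHG level of each library minus the mean of its accession (percentage points, vertical axis) by replicate number, which is the growth round (horizontal axis), for intergenic lncRNA loci and TE genes, with bars at the mean ± SD over the libraries of a round. Round 1 lies above 0, at 0.446 ± 0.464 for intergenic lncRNA loci and 0.796 ± 1.03 for TE genes.

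The title of the series speaks of TE-like silencing, so the level of each class was correlated with that of TE genes over the 32 accession means (9 correlations, Benjamini-Hochberg adjusted). For intergenic lncRNA loci, Pearson's r was 0.75 in CG, 0.892 in CHG and 0.769 in CHH, and Spearman's rho was 0.754, 0.867 and 0.716 (permutation p 1e-05 for all 6, adjusted 1.8e-05 for r). Without the 2 accessions farthest from the median TE level, r was 0.611, 0.863 and 0.732. For antisense lncRNA loci, r was 0.419 in CG (permutation p 0.0182, adjusted 0.0182, rho 0.493 with p 0.00457), 0.776 in CHG (1e-05, adjusted 1.8e-05, rho 0.728 with p 2e-05) and 0.490 in CHH (0.00419, adjusted 0.00539, rho 0.484 with p 0.00529). For protein-coding genes, r was 0.430 in CG (permutation p 0.0147, adjusted 0.0165, rho 0.479 with p 0.00632), 0.857 in CHG (1e-05, adjusted 1.8e-05, rho 0.839 with p 1e-05) and 0.707 in CHH (2e-05, adjusted 3e-05, rho 0.716 with p 3e-05). Without accessions 9512 and 9518, the CG correlations of antisense lncRNA loci and protein-coding genes fell to 0.240 and 0.248. Their size thus rests in part on those accessions. Antisense lncRNA loci overlap protein-coding genes, so the correlations of these classes are not separate evidence. Growth rounds 3 and 4 hold 9518 and no library of 9512. There r in CG was 0.414 and 0.474 for antisense lncRNA loci and 0.428 and 0.491 for protein-coding genes. Without replicate 2 the CG correlations of both classes were not past the threshold, at 0.273 and 0.275, nor was the CHH correlation of antisense lncRNA loci, at 0.369. That run is not separate evidence in CG, because replicate 2 is the only library of 9512. It also drops accession 5486, whose only library is replicate 2 and whose TE gene CG level was the highest, 80.4%.

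Within growth rounds 1 to 4, r of intergenic lncRNA loci was 0.705, 0.833, 0.660 and 0.592 in CG, 0.823, 0.831, 0.892 and 0.863 in CHG, and 0.849, 0.777, 0.687 and 0.646 in CHH (largest permutation p 0.00179). In round 1 the CG correlations of antisense lncRNA loci and protein-coding genes were 0.251 (permutation p 0.275) and 0.173 (p 0.44). In rounds 2 to 4 they were 0.480, 0.414 and 0.474 for antisense lncRNA loci (permutation p 0.0477, 0.0344 and 0.0162) and 0.504, 0.428 and 0.491 for protein-coding genes (0.0365, 0.0277 and 0.0124). The CHH correlation of antisense lncRNA loci was 0.448 in round 1 (permutation p 0.0537). In rounds 2 to 4 it was 0.657, 0.432 and 0.582 (permutation p 0.00282, 0.0282 and 0.00263). The relation held for means over loci and not for medians: with the median over loci, r of intergenic lncRNA loci was 0.0825 in CG and 0.215 in CHH, and r of protein-coding genes in CHG was -0.0297, none past the threshold. The median CHG level of lncRNA loci of both classes was 0 in every library and gave no r.

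**Figure D3:**
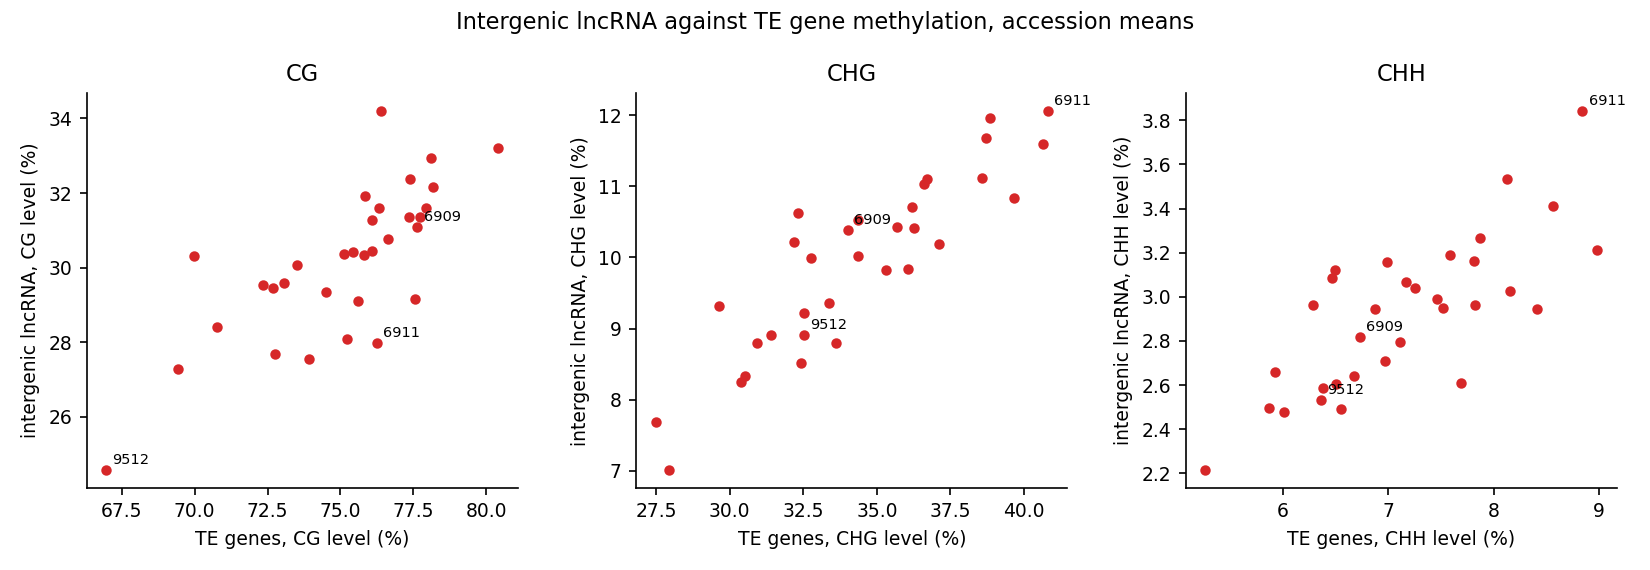
Mean methylation level of intergenic lncRNA loci (%, vertical axis) against that of TE genes (%, horizontal axis) in CG, CHG and CHH, with 1 point per accession (n = 32 accession means) and accessions 6909, 6911 and 9512 labelled. Pearson's r was 0.75 in CG, 0.892 in CHG and 0.769 in CHH.

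How much methylation varied between accessions was then measured locus by locus, without a test per class. The median SD of accession means in CG was 9.06 percentage points for intergenic lncRNA loci (jackknife error over accessions 0.281), 4.37 for antisense lncRNA loci (0.400), 5.89 for protein-coding genes (0.326), 8.98 for TE genes (0.452) and 15.7 for TE fragments (0.522). In CHG it was 3.31 for intergenic lncRNA loci, 0.633 for antisense lncRNA loci, 0.431 for protein-coding genes and 9.49 for TE genes. In CHH it was 1.10, 0.353, 0.221 and 2.75 in the same order. The SD of intergenic lncRNA loci was thus 1.54 times (error 0.0793) that of protein-coding genes in CG, 7.68 times (0.624) in CHG and 4.98 times (0.233) in CHH. Against TE genes the ratios were 1.01 (0.0425), 0.348 (0.0294) and 0.401 (0.0191), so the CG spread differed from that of TE genes by less than the error, although the ratio was 0.627 when every value of exactly 1 was treated as missing. The CG ratio over protein-coding genes was below 1, at 0.920, under that same treatment of exact 1. The CHG and CHH ratios over protein-coding genes moved most with the values as deposited, to 35.4 and 38.9. At matched mean CG level, intergenic lncRNA loci had the higher median SD than protein-coding genes in 9 of 9 bins, and in 6 of 9 bins against TE genes. Weighted by the number of intergenic lncRNA loci per bin, the difference was 4.45 percentage points from protein-coding genes and -0.276 from TE genes. Among loci of 500 to 1500 bp the difference from protein-coding genes fell to 1.84 (9 of 9 bins), and to 1.21 (7 of 9) with the SD corrected for replicate error. In CHG at matched level the difference from protein-coding genes was 0.448 (higher in 4 of 5 bins), and -0.231 (3 of 5) with the SD corrected for replicate error. The matched CHG difference from TE genes was -0.447, although intergenic lncRNA loci were higher in 4 of 5 bins. With the corrected SD it was -0.540 (4 of 5).

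The intraclass correlation, the share of a locus's variance that lies between accessions, set this spread against the replicate error. Its median in CG was 0.245 for intergenic lncRNA loci (jackknife error 0.0202), 0.350 for antisense lncRNA loci (0.0350), 0.553 for protein-coding genes (0.0374), 0.259 for TE genes (0.0271) and 0.173 for TE fragments (0.0116). In CHG it was 0.148 for intergenic lncRNA loci, 0.0174 for protein-coding genes and 0.317 for TE genes, and in CHH it was 0.0977, 0.0134 and 0.236. In CG the difference between intergenic lncRNA loci and TE genes, -0.0135, was within its error of 0.0286. Over loci with a value in every sample that difference moved to -0.115, and with the values as deposited to 0.0487.

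Some loci had at least 1 accession methylated in every replicate (at least 50% in CG, 30% in CHG or 10% in CHH) and at least 1 unmethylated in every replicate (at most 10%, 5% or 2%). In CG these made up 24.4% of intergenic lncRNA loci (405 of 1657), 14.7% of antisense lncRNA loci (1159 of 7875), 7.75% of protein-coding genes (2018 of 26042), 11.5% of TE genes (300 of 2618) and 26.4% of TE fragments (4157 of 15748). In CHG the shares were 18.2%, 2.93%, 3.02%, 15.5% and 14.7%, and in CHH they were 13.1%, 1.65%, 1.33%, 13.5% and 15.8%, in the same order. With the values as deposited the CHH share of intergenic lncRNA loci was 34.2%, the alternative that moved it most, and without replicate 4 it was 7.39%.

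Each locus was then tested for differences between accessions with limma's moderated F-test of the accession factor, at a Benjamini-Hochberg adjusted p under 0.05. In gene bodies, 899 of 1657 intergenic lncRNA loci (54.3%) differed in CG, 550 of 1558 (35.3%) in CHG and 391 of 1658 (23.6%) in CHH. Antisense lncRNA loci differed in 4553 of 7875 cases (57.8%) in CG, 1019 of 7847 (13%) in CHG and 655 of 7877 (8.32%) in CHH. Protein-coding genes differed in 20090 of 26042 cases (77.1%), 3478 of 25925 (13.4%) and 2211 of 26053 (8.49%), and TE genes in 1499 of 2618 (57.3%), 1364 of 2485 (54.9%) and 1088 of 2619 (41.5%). In the promoter window, 602 of 1507 intergenic lncRNA loci (39.9%) and 3096 of 7635 antisense lncRNA loci (40.6%) differed in CG, against 4459 of 24905 protein-coding genes (17.9%) and 631 of 1845 TE genes (34.2%). Under shuffled accession labels the median numbers of these promoters were 35, 205, 729 and 18 and the highest 80, 465, 1491 and 42, so part of the calls in protein-coding promoters could arise by chance. Among loci with a mean level of at least 1%, gene bodies of intergenic lncRNA loci differed in 68.9% of cases in CHG and 49.4% in CHH and those of antisense lncRNA loci in 74.6% and 64.2%, so the order of the classes depended on loci with low levels. Over loci with a value in every sample, where fewer were tested, 451 of 875 intergenic lncRNA loci (51.5%) differed in CG, 209 of 659 (31.7%) in CHG and 195 of 875 (22.3%) in CHH. With the values as deposited the number was 1038 in CHG and 984 in CHH.

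**Figure D4:**
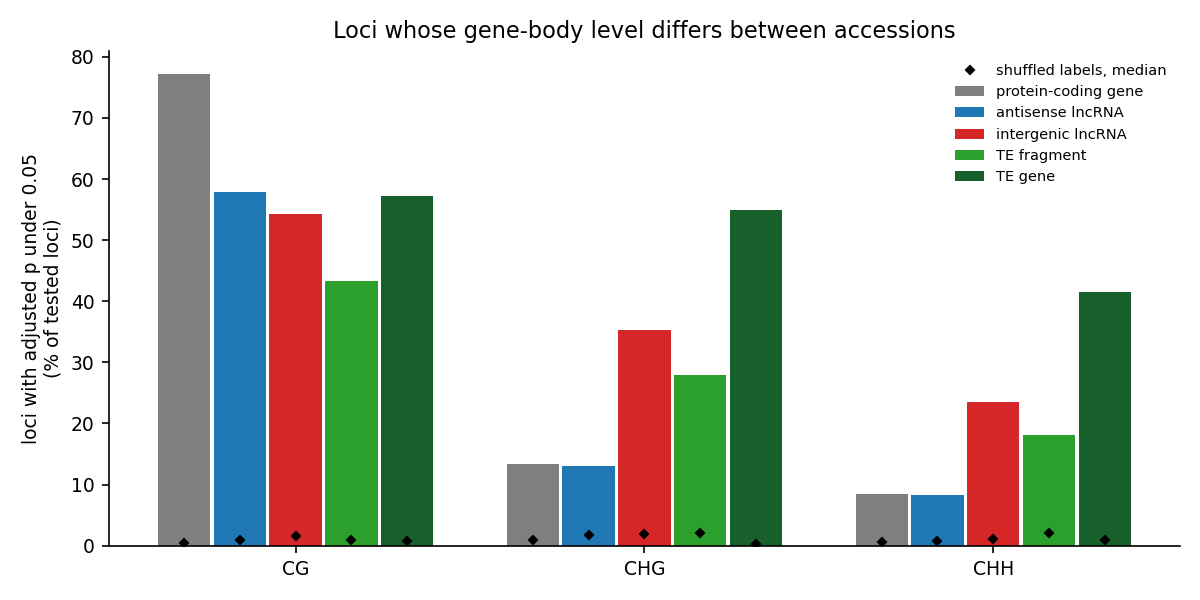
Share of tested loci whose gene-body level differed between accessions at an adjusted p under 0.05 (%, vertical axis) by context (horizontal axis) and locus class (bar colours), with diamonds at the median over shuffled accession labels. In CG, 54.3% of intergenic lncRNA loci and 77.1% of protein-coding genes were past the threshold.

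Loci were named by a fixed rule, the largest SD of accession means among loci past the threshold in limma's F-test with a value in every sample. The files give the span of each locus and no exons, and the genome build is not given in the sources used here. CUFF_NC.7670, an intergenic lncRNA locus on the minus strand of chromosome 4 from 6091866 to 6092670, lies 870 bp from AT4G09640 and overlaps 0 TE fragments. Its CG level was 96.1% ± 2.39 (SD, n = 2) in accession 6184 and listed at 0 in both libraries of 1254 (adjusted p 4.48e-29). The level was at least 50% in 18 accessions and at most 10% in 13. Accession 1254 was not alone at 0, since 6021 and 9518 among others were also listed at 0 in every library. At each locus the lowest number stands for accessions tied at 0. CUFF_NC.3134 (chromosome 2, 2330588 to 2331479, plus strand, 714 bp from AT2G06000) stood at 94.5% ± 5.02 (n = 3) in CG in accession 8366 and was listed at 0 in 1254 (limma adjusted p 8.92e-38). In CHG, CUFF_NC.10194 (chromosome 5, 14756816 to 14757411, plus strand, 521 bp from AT5G37270) stood at 81.8% ± 10.1 (n = 3) in accession 9888 and was listed at 0 in 1254 (limma adjusted p 1.97e-37). CUFF_NC.7145 (chromosome 3, 23156983 to 23158764, plus strand), which overlaps 1 TE fragment and lies 397 bp from MYB11 (AT3G62610), stood at 71.9% ± 18.8 (n = 2) in CHG in accession 6911 and was listed at 0 in 6024 (limma adjusted p 2.97e-22). In CHH, CUFF_NC.3529 (chromosome 2, 6736447 to 6737110, plus strand), 627 bp from NRPB3 (AT2G15430) and overlapping 1 TE fragment, stood at 75.7% ± 6.06 (n = 2) in 6911 and was listed at 0 in all 4 libraries of 5210 (limma adjusted p 9.18e-11). Accession 6911 was the only 1 at or above 50% at this locus in CHH, and 23 accessions were at or below 10%. Without read counts, it cannot be told whether the high level of 6911 rests on few reads. CUFF_NC.8132 (chromosome 4, 11137493 to 11139358, minus strand, 250 bp from AT4G20800), which overlaps 1 TE fragment, stood at 48.0% ± 32.5 (n = 2) in 9905 and 0.159% ± 0.224 (n = 2) in 6069 (limma adjusted p 2.66e-05), and its high mean rested on 1 library, since the difference from 6069 was 25 percentage points without replicate 3 and 70.7 without replicate 4.

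Among antisense lncRNA loci, CUFF_NC.670 (chromosome 1, 6590077 to 6590868, minus strand), antisense to RKF2 (AT1G19090), had a CG level of 92.5% ± 0.962 (SD, n = 2) in accession 9057 and was listed at 0 in the 3 libraries of 1741 (limma adjusted p 2.19e-39). CUFF_NC.9872 (chromosome 5, 9760634 to 9761305, minus strand), antisense to AT5G27607, stood at 93.6% ± 8.15 (n = 4) in CG in 5784 and was listed at 0 in 6024 (limma adjusted p 2.11e-28). CUFF_NC.4195 (chromosome 2, 13273569 to 13274466, minus strand), antisense to AT2G31150, stood at 65.5% ± 1.72 (n = 2) in CHG in 6184 and was listed at 0 in 1741 (limma adjusted p 5.65e-36). CUFF_NC.10629 (chromosome 5, 19189327 to 19190026, minus strand), antisense to AT5G47260, was highest in 6909 in both non-CG contexts, at 80.4% ± 2.65 (n = 4) in CHG and 35.1% ± 4.16 in CHH, and was listed at 0 in 1254 in CHG and in 5772 in CHH (limma adjusted p 1.32e-42 and 3.11e-21). CUFF_NC.5069 (chromosome 3, 1923935 to 1924498, plus strand), antisense to MEE32 (AT3G06350), stood at 49.8% ± 40.7 (n = 2) in CHH in 9470 and was listed at 0 in the 4 libraries of 5856 (limma adjusted p 0.00249). That call was lost without replicate 1 (limma adjusted p 0.0792) and without replicate 3 (0.228).

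**Figure D5:**
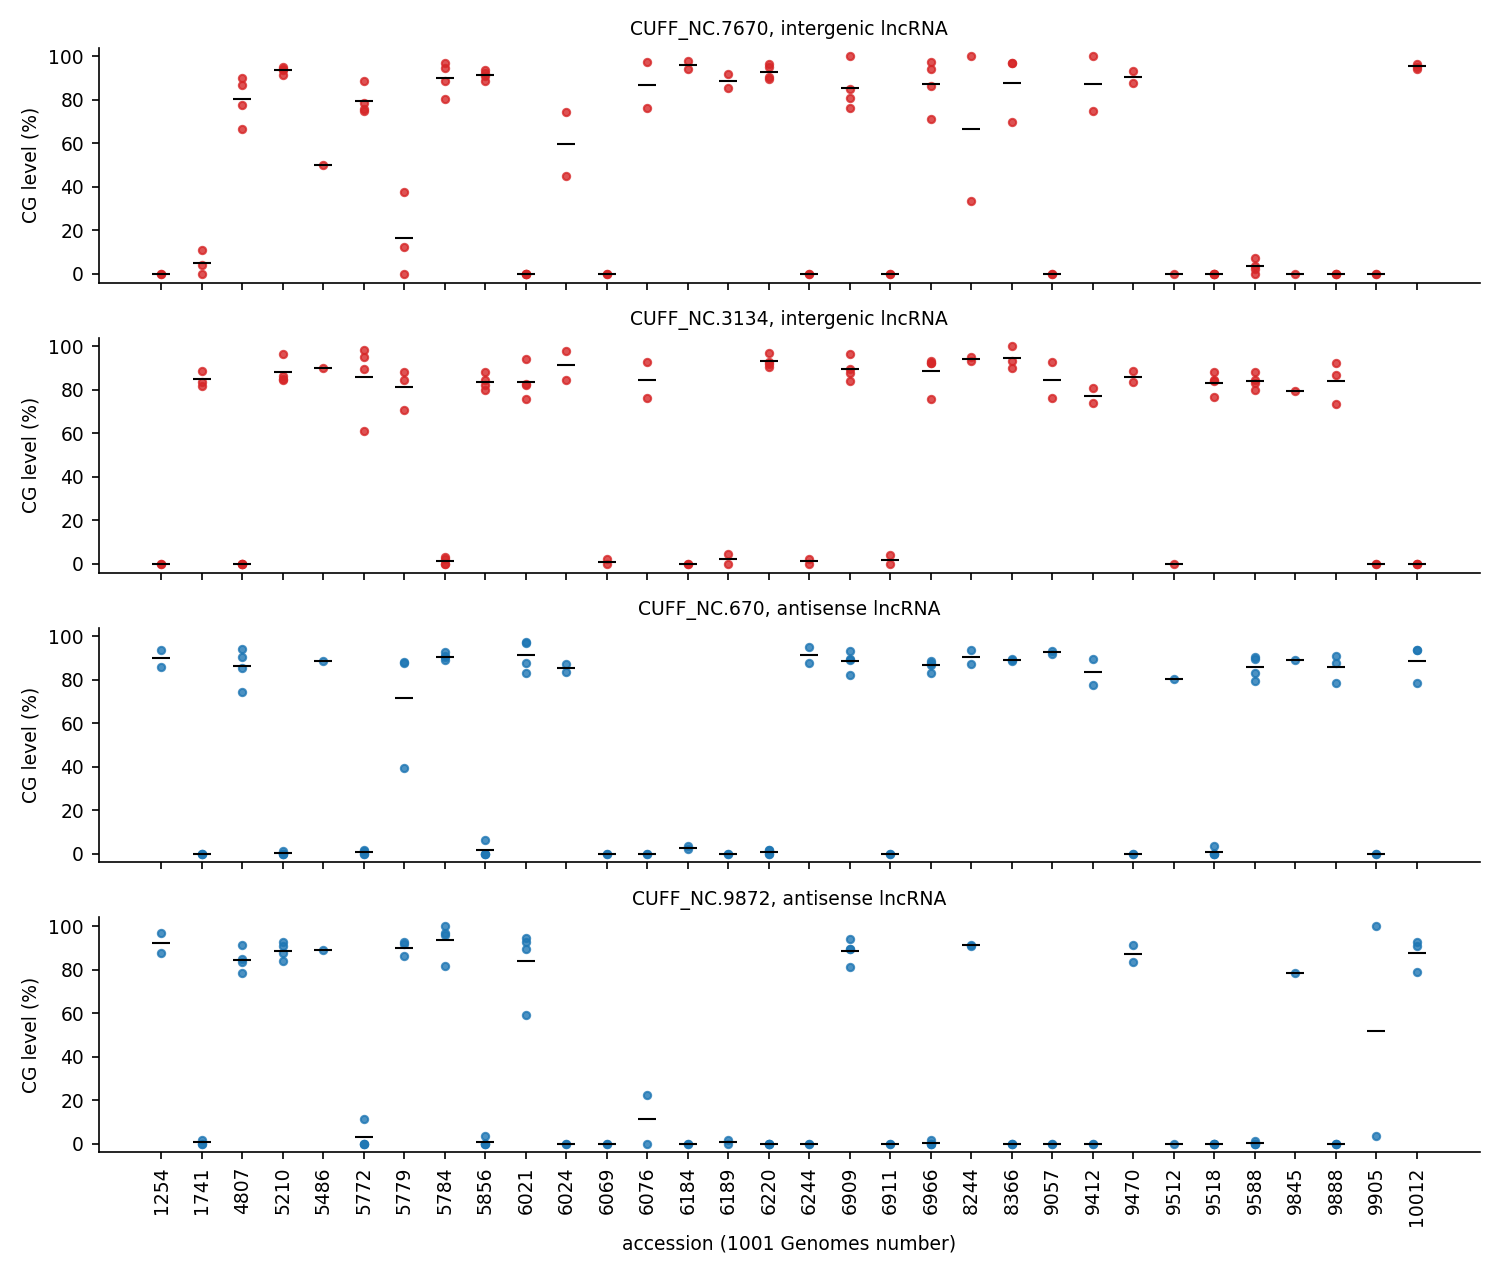
CG methylation level (%, vertical axis) of every library by accession (horizontal axis) at 4 lncRNA loci, CUFF_NC.7670, CUFF_NC.3134, CUFF_NC.670 and CUFF_NC.9872, with points for libraries and dashes for accession means. At CUFF_NC.7670, 18 accessions have a mean of at least 50% and 13 have one of at most 10%.

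By the same rule, 1 protein-coding gene, 1 TE gene and 1 TE fragment per context served as a yardstick. AT5G36280 (chromosome 5, 14299235 to 14299543, minus strand) had a CG level of 99.0% ± 2.00 (SD, n = 4) in accession 5784 and was listed at 0 in the 4 libraries of 5856 (limma adjusted p 2.09e-44). RKF2 (AT1G19090, chromosome 1, 6589835 to 6592762, plus strand) stood at 67.5% ± 3.89 (n = 4) in CHG in 9588 and 0.184% ± 0.319 (n = 3) in 1741 (limma adjusted p 1.12e-41). RKF2 spans the antisense locus CUFF_NC.670 named above, so it is not a separate yardstick for that locus. PAI2 (AT5G05590, chromosome 5, 1666471 to 1668569, minus strand) stood at 33.0% ± 2.16 (n = 2) in CHH in 1254 and was listed at 0 in the 4 libraries of 5772 (limma adjusted p 7.19e-17). The TE gene SADHU3-2 (AT3G42658, chromosome 3, 14749401 to 14750294, minus strand), which has the same coordinates as the TE fragment AT3TE60310, stood at 94.1% ± 8.36 (n = 2) in CG in 9057 and was listed at 0 in 6024 (limma adjusted p 1.57e-50). TE gene AT4G15590 (chromosome 4, 8900246 to 8907255, minus strand) stood at 61.5% ± 2.28 (n = 4) in CHG in 5784 and was listed at 0 in 9412 (limma adjusted p 2.77e-29), and TE gene AT5G33365 (chromosome 5, 12602148 to 12602476, minus strand) at 38.7% ± 16.0 (n = 2) in CHH in 6069 and 0 in 6189 (limma adjusted p 0.00543). The call of AT5G33365 was lost without replicate 3 (limma adjusted p 0.168) and without replicate 4 (0.568). Among TE fragments, AT4TE74265 (chromosome 4, 15564737 to 15565547) stood at 82.1% ± 1.81 (n = 2) in CHG in 9412 and AT3TE40435 (chromosome 3, 9698973 to 9699190) at 52.8% ± 8.26 (n = 2) in CHH in 6024, and they were listed at 0 in the 4 libraries of 5210 and of 5772 (limma adjusted p 2.09e-18 and 3.32e-06).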

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

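The tests of the growth round and of wrong labels in this part, and the test of low depth, were chosen after the result was seen.

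Among accessions with 4 replicates, 176 groups of 4 libraries were examined for a library far from the others, and 17 had one, against 8.8 that chance alone would give at 5%. The measure was the gap between the highest or lowest library and the next, relative to the range (Dixon's test). Replicate 1 of accession 5772 had a CHG level of 35.6% in TE genes (other replicates 31.2% to 31.9%), 16.0% in TE fragments, 1.5% in antisense lncRNA loci and 1.51% in protein-coding genes, and a CHH level of 9.05% in TE genes (others 7.37% to 7.46%) and 5.18% in TE fragments. Replicate 1 of accession 5784 had a CHG level of 12.1% in intergenic lncRNA loci (others 10.02% to 10.4%), 38.4% in TE genes, 18.3% in TE fragments and 1.49% in protein-coding genes, and a CHH level of 5.92% in TE fragments. Replicate 1 of accession 4807 had a CHG level of 12.3% in intergenic lncRNA loci (others 10.6% to 10.8%).

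Several technical explanations were set against the high CHG of these 3 libraries. Incomplete conversion would raise unmethylated CHH sites too, but CHH of protein-coding genes rose by at most 0.0646 percentage points, while CHG of intergenic lncRNA loci rose by at least 0.941. Uneven regions without data are argued against by loci with a value in every sample, over which each library was still the highest of its accession, by at least 0.624 percentage points. Such loci cannot exclude low depth, which may also act on the values themselves. Replicate 1 of 4807 lacked data at 28.1% of TE genes (other replicates 22.0% to 23.8%). For replicate 1 of 5772 and 5784 the shares were 21.3% (others 19.7% to 21.2%) and 22.0% (others 19.8% to 20.8%). Wrong labels are argued against by the nearest library in CG of protein-coding genes, which was of the same accession for all 3. The growth round remains a candidate explanation for CHG: 14 of the other 15 replicate 1 libraries also lay above their accession means in CHG of intergenic lncRNA loci. For CHH, the round was not past the threshold in TE genes (adjusted permutation p 0.0883) or TE fragments (0.22), so the CHH values of 5772 and 5784 are left open. The libraries of an accession are replicates of 1 group, so no biological explanation was tested.

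In replicate 2 of accession 5856, 28.6% of TE genes had no data (other replicates 17.7% to 18.8%). A wrong label is argued against by its r of 0.883 with the nearest library of its accession, against at most 0.786 with any other accession. Low sequencing depth may be the cause, since the library had the most regions without data of the 4 in all 5 locus classes, but the depth itself is unknown. No biological explanation was tested.

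The other 4 were single values. They were replicate 4 of accession 5210, with 73.6% CG in TE genes (others 75.6% each), replicate 2 of 6021, with 6.34% CHH in TE genes (others 6.40% each), replicate 4 of 6966, with 7.33% CHH in TE genes (others 6.67% to 6.77%), and replicate 2 of 9518, with 10.7% CG in antisense lncRNA loci (others 10.9% each). No explanation, chance included, was tested for these 4.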

How the results depend on the processing

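The alternatives with every value of exactly 1 as missing, with the values as deposited, with regions of at least 500 bp and with the spread corrected for replicate error were chosen after the data had been examined, as were the ratio used for the class comparison of spread and the use of numbers of loci for the F-test results.

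Of 414 values of class differences under the alternatives, 398 kept their direction and their side of the threshold, 7 reversed, 1 of them not past the threshold after it turned, and 9 were no longer past the threshold, of which 7 were exactly 0 and had no direction. The differences of intergenic lncRNA loci from TE genes kept both under every alternative run. The median over loci accounted for most changes. In gene bodies it gave -3.08 percentage points in CG and -0.0161 in CHG (adjusted permutation p 0.0786) for intergenic lncRNA loci minus protein-coding genes, 0.15 in CHH for intergenic lncRNA loci minus TE fragments, and -0.0161 in CHG and -0.109 in CHH for antisense lncRNA loci minus protein-coding genes. In promoters it gave 0 in CG and CHG and 0.0281 in CHH for intergenic lncRNA loci minus protein-coding genes, 0 in all 3 contexts for antisense lncRNA loci minus protein-coding genes, and 0 in CHG for both lncRNA classes minus TE fragments. In CHG of gene bodies the median of both lncRNA classes was 0 in every library. Both values of -0.0161 thus reflect the median of protein-coding genes alone. Why the median changed the other differences was not tested. The median of locus means over all samples did not turn the CG difference, at 9.83% for intergenic lncRNA loci and 6.01% for protein-coding genes. The CHG difference of antisense lncRNA loci from protein-coding genes was 0.0296 over loci with a value in every sample and 0.114 over regions of at least 500 bp, and their CHH difference was -0.307 with the values as deposited. The cause of these 3 reversals was not tested.

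Of 120 values of gene body minus promoter, 109 kept their direction and side and 11 reversed. With the values as deposited, where a region without data counts as fully methylated, the differences were -2.07 in CG, -4.75 in CHG and -4.01 in CHH for intergenic lncRNA loci, -1.18 in CG and -3.04 in CHG for antisense lncRNA loci, -5.33 in CHG for protein-coding genes, and -2.02, -7.60 and -11.6 in CG, CHG and CHH for TE genes. The CHH difference was -0.00954 for intergenic lncRNA loci over loci with any value and 0.0265 for antisense lncRNA loci over loci with a value in every sample, and the cause was not tested.

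The accession's share of variance stayed past the threshold in 150 of 163 values. With the median over loci it was not past it in CHH, at 1.03% for intergenic lncRNA loci, -12.6% for antisense lncRNA loci and -7.86% for protein-coding genes, nor in CHG for protein-coding genes, at 8.47%. Negative shares arise where accession means differ less than the spread of libraries within accessions alone would give. With the values as deposited the share of antisense lncRNA loci was 1.37% in CHG and 15.5% in CHH. Over loci with a value in every sample the CHH shares of antisense lncRNA loci and protein-coding genes were 3.98% and -0.908%, and over regions of at least 500 bp that of protein-coding genes was 17.0%. Leaving out each replicate number gave 2.68% to 39.2% for CHH of antisense lncRNA loci and 3.38% to 39.3% for CHH of protein-coding genes, both lost without replicate 3 (12.5% and 13.5%) or 4. The cause was not tested.

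For the growth round, 66 of 73 values kept their side. F rose past the threshold with the median over loci for CG of antisense lncRNA loci (5.50), CHH of antisense lncRNA loci (10.7) and CG of protein-coding genes (6.94), and over regions of at least 500 bp for CHH of intergenic lncRNA loci (3.92). It was no longer past it for CHG of TE fragments with the median over loci (0.796) and with the values as deposited (1.38), nor for CHH of protein-coding genes with the values as deposited (1.92). The cause was not tested. CHG of intergenic lncRNA loci and of TE genes stayed past the threshold under every alternative that gave a value, with F from 5.88 to 12.8 and from 7.87 to 13.2.

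Of 97 correlations with TE genes, 87 kept their direction and side. The median over loci gave r of 0.0825 in CG and 0.215 in CHH for intergenic lncRNA loci, 0.00611 in CG and -0.211 in CHH for antisense lncRNA loci, and 0.254 in CG, -0.0297 in CHG and -0.106 in CHH for protein-coding genes. The cause was not tested. Leaving out each replicate number gave r of 0.273 to 0.433 in CG and 0.369 to 0.646 in CHH for antisense lncRNA loci, and 0.275 to 0.449 in CG for protein-coding genes, each not past the threshold without replicate 2. The CHG correlation of intergenic lncRNA loci stayed between 0.848 and 0.893 in every alternative that gave a value. The median CHG level of both lncRNA classes was 0 in every library, so with the median over loci no r, F or share of variance could be given for them in CHG.

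The intraclass correlation of intergenic lncRNA loci minus that of another class kept its direction in all 66 values except the CG difference from TE genes, which lay within its error of 0, and moved by more than its jackknife error in 25. Against protein-coding genes it moved to -0.279 in CG, 0.159 in CHG and 0.103 in CHH over loci with any value, to -0.256, 0.170 and 0.114 over regions of at least 500 bp, to -0.252 in CG with every exact 1 missing, to 0.0957 in CHG and 0.0655 in CHH over loci with a value in every sample, and to 0.22 in CHG and 0.218 in CHH with the values as deposited. Against TE genes it moved to -0.115 in CG, -0.286 in CHG and -0.237 in CHH over loci with a value in every sample, to -0.0963 in CG with every exact 1 missing, to 0.0432 in CG over regions of at least 500 bp, and to 0.0487 in CG, -0.125 in CHG and -0.175 in CHH with the values as deposited. Leaving out each replicate number gave -0.298 to -0.271 in CG and 0.104 to 0.121 in CHG against protein-coding genes, and -0.182 to -0.144 in CHH against TE genes. The cause was not tested.

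The ratio of SDs moved by more than its error in 44 of 72 values and reversed in 1, the CG ratio over protein-coding genes, which was 0.920 with every exact 1 missing. The CG ratio over TE genes, within its error of 1, was 0.627 under that setting. Over loci with a value in every sample the ratios over protein-coding genes were 1.04 in CG, 3.48 in CHG and 2.85 in CHH, and those over TE genes 0.882, 0.206 and 0.296. Over loci with any value they were 1.93, 17.3 and 7.30, and 0.648 in CHG and 0.477 in CHH over TE genes. The interquartile range gave 1.02, 2.13 and 3.31, and 0.680, 0.107 and 0.294. Values as deposited gave 1.91, 35.4 and 38.9, and over TE genes 1.25 in CG, 0.882 in CHG and 0.442 in CHH. Regions of at least 500 bp gave 1.62, 12.5 and 6.23, and 1.07, 0.559 and 0.493. Correction for replicate error gave 1.09, 18.0 and 10.2, and 1.10, 0.226 and 0.226. The arcsine scale gave 2.37 in CHG and 2.29 in CHH over protein-coding genes, and 1.06, 0.644 and 0.731 over TE genes. Leaving out each replicate number gave 1.57 to 1.63 in CG and 4.56 to 4.94 in CHH over protein-coding genes. In CHG and CHH the ratio of median SDs over all loci thus stayed above 1 over protein-coding genes and below 1 over TE genes in every alternative run. At matched mean level this did not hold throughout. In CHG the SD corrected for replicate error differed from that of protein-coding genes by -0.231 percentage points, and by -0.303 among loci of 500 to 1500 bp, where the uncorrected SD differed from that of TE genes by 0.548. The cause of the changes was not tested.

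The share of loci with methylated and unmethylated accessions moved by over 1.5 times in 38 of 165 values. Raising the high limit lowered it by construction, to 6.55% in CG, 1.61% in CHG and 0.698% in CHH for antisense lncRNA loci, 3.47%, 1.40% and 0.495% for protein-coding genes, 9.18% in CHG and 6.33% in CHH for intergenic lncRNA loci, 9.58% and 4.81% for TE genes, and 6.67% and 9.03% for TE fragments. Accession means past the limits gave 41.2%, 24.0% and 33.3% for TE fragments in CG, CHG and CHH, and in CHH 24.4% for intergenic lncRNA loci, 3.11% for antisense lncRNA loci, 2.63% for protein-coding genes and 27.7% for TE genes. With every exact 1 missing, CG of TE fragments was 16.9%. The values as deposited gave 35.4% in CHG and 34.2% in CHH for intergenic lncRNA loci, 7.18% and 5.80% for antisense lncRNA loci, 6.71% and 5.24% for protein-coding genes, 40.6% and 49.1% for TE fragments, and 28.2% in CHH for TE genes. Loci with a value in every sample gave 1.82% in CHG and 0.867% in CHH for antisense lncRNA loci, 1.96% and 0.788% for protein-coding genes, 8.79% and 9.05% for TE fragments, and 8.75% in CHH for TE genes. Leaving out each replicate number gave 7.39% to 13.4% in CHH for intergenic lncRNA loci and 10% to 16.8% for TE fragments.

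Numbers of loci that differ between accessions moved by over 1.5 times in 68 of 385 values. Over loci with a value in every sample, where fewer loci were tested, the gene-body numbers in CG, CHG and CHH were 451, 209 and 195 for intergenic lncRNA loci (51.5%, 31.7% and 22.3% of those tested), 642, 523 and 482 for TE genes, and 2424, 932 and 975 for TE fragments. The promoter numbers were 186, 59 and 68 for intergenic lncRNA loci, 2014, 253 and 185 for antisense lncRNA loci, 1896, 589 and 559 for protein-coding genes, 146, 52 and 59 for TE genes, and 1877, 408 and 565 for TE fragments. With the values as deposited, where a region without data in some libraries becomes a difference, the gene-body numbers were 1038 in CHG and 984 in CHH for intergenic lncRNA loci, 11567, 11877 and 15342 in CG, CHG and CHH for TE fragments, 2484 in CHG and 2620 in CHH for TE genes, and 3441 in CHH for protein-coding genes. The promoter numbers were 966, 895 and 936 for intergenic lncRNA loci, 1515, 2454 and 2800 for TE genes, 13312, 14529 and 15692 for TE fragments, and in CHG and CHH 1188 and 1020 for antisense lncRNA loci and 5145 and 4503 for protein-coding genes.

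Among loci with a mean level of at least 0.01 as a fraction, where fewer loci were tested, the gene-body numbers in CHG and CHH were 606 and 328 for antisense lncRNA loci and 1994 and 921 for protein-coding genes, and the promoter numbers were 341 and 185, and 1080 and 648. The shares of tested loci rose. For antisense lncRNA loci they were 74.6% (606 of 812) and 64.2% (328 of 511) in gene bodies and 55.6% (341 of 613) and 42.5% (185 of 435) in promoters. For protein-coding genes they were 77.8% and 59.3%, and 44.0% and 35.0%, and for intergenic lncRNA loci 68.9% and 49.4%, and 49.6% and 34.3%. The share of intergenic lncRNA loci, above those of the other 2 classes without this filter, was thus below that of antisense lncRNA loci in all 4 cases. Loci with any value, where more were tested, gave 5303 in CHG and 5141 in CHH for TE fragments in gene bodies. In promoters they gave 445 in CHG for intergenic lncRNA loci, 1166, 762 and 651 for TE genes, and 5322 in CHG and 4406 in CHH for TE fragments. Regions of at least 500 bp gave 4247 TE fragments in CG, and every exact 1 as missing gave 394 TE gene promoters in CG. Leaving out each replicate number gave 691 to 1385 antisense lncRNA promoters in CHG, 2268 to 4509 protein-coding promoters in CHG and 190 to 277 TE gene promoters in CHH. Of 277 values of the named loci, 273 stayed past the threshold. The other 4 were CUFF_NC.5069 in CHH without replicate 1 or 3 and AT5G33365 in CHH without replicate 3 or 4.

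With the replicate number as a block, 884 intergenic lncRNA loci differed between accessions in CG gene bodies, 537 in CHG and 381 in CHH. The replicate block changed no call of the tests it was run on and moved no number of loci by over 1.5 times. It moved 11 of the 15 intraclass correlations of single classes by more than their error, such as that of intergenic lncRNA loci in CG from 0.245 to 0.269, and none of the 6 differences between classes. It was not run for gene body against promoter, the growth round, the ratio of SDs or the share of loci with methylated and unmethylated accessions. The tables give no depth, so neither shallow libraries nor short regions could be weighted, and an error from few reads is part of the replicate spread.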

Other observations

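In this part the comparison of accession 6911 with the genome-wide CG level, the count of libraries of 9512 and its CG level in the other classes, the correlations within single growth rounds and the counts over shuffled accession labels were chosen after the result was seen.

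Intergenic lncRNA loci may owe their methylation to TE sequence within or beside them. Loci that overlapped a TE fragment had a CG level of 51.6%, a CHG level of 17.4% and a CHH level of 4.99%, against 18.3%, 6.13% and 1.77% for loci without one. Overlap is argued against as the whole cause, because loci without a TE fragment still exceeded protein-coding genes by 4.56 percentage points in CG (30 of 32 accessions), 4.70 in CHG and 1.13 in CHH (32 of 32 each, sign-flip permutation p 1e-05, the smallest the resamples can give). These are means, and the median locus without a TE fragment had 2.23% in CG, below the 6.01% of protein-coding genes, 0.570% in CHG (against 0.434%) and 0.510% in CHH (against 0.431%). In CG, 18.6% of the loci without a TE fragment had a level of at least 50%. For nearness the contexts parted. Loci at least 1 kb from any TE fragment differed from protein-coding genes by -1.80 percentage points in CG, with 2 of 32 accessions above, and by 2.78 in CHG and 0.815 in CHH, with 32 of 32 above. Of these loci, 10.8% still had a CG level of at least 50%, against 4.03% of protein-coding genes. In CG the higher mean level of intergenic lncRNA loci thus went with nearness to TE fragments, but highly methylated loci remained more common without it. In CHG and CHH part of the mean excess remained away from TE fragments. The medians of these distant loci, 0.505% in CHG and 0.483% in CHH, lay close to those of protein-coding genes, so the remaining excess is not a feature of the typical locus. Protein-coding genes carry CG methylation of their own, which sets the level they were compared with. Unannotated TE remnants were not examined.

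The correlation of intergenic lncRNA and TE gene levels across accessions was set against 4 explanations. With CHH of protein-coding genes held fixed as a stand-in for incomplete conversion, the partial r was 0.682 in CG (permutation p 2e-05), 0.861 in CHG (1e-05) and 0.525 in CHH (0.00184). With the share of TE genes without data held fixed it was 0.737, 0.893 and 0.767 (1e-05 each). Over intergenic lncRNA loci without a TE fragment, r was 0.638 in CG (permutation p 9e-05, rho 0.585 with p 0.0005), 0.854 in CHG (1e-05, rho 0.820 with p 1e-05) and 0.710 in CHH (1e-05, rho 0.627 with p 0.00019). Without the 2 accessions farthest from the median TE level these were 0.458, 0.823 and 0.634. The growth round was unevenly spread over accessions, but within each of the 4 rounds r stayed past the threshold, at 0.592 or more in CG (largest permutation p 0.00179), 0.823 in CHG (3e-05) and 0.646 in CHH (0.00039). None of the 4 accounts for the relation alone. A shared genetic control of methylation level is a hypothesis that was not tested.

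The growth round effect on CHG could come from conversion or from regions without data. With CHH of protein-coding genes held fixed within accessions, F was 13.7 for intergenic lncRNA loci, 13.3 for TE genes and 12.8 for TE fragments. With the share of TE genes without data held fixed it was 10.9, 7.54 and 5.76 (largest permutation p 0.00237). Neither removed the effect. Growth conditions, plant stage and library batch change together with the round and were not separated.

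Accession 6911 had a CG level of 6.75% ± 0.178 (SD, n = 2) in protein-coding genes, against 13.9% ± 2.16 over the other accessions, and of 5.99% in antisense lncRNA loci. Its CHG level was the highest of the 32 accessions in intergenic lncRNA loci, TE genes and TE fragments. Lower CG calls across the genome are argued against by its TE genes, which lay 0.422 percentage points above the median accession in CG. Regions without data are argued against by loci with a value in every sample, over which it lay -3.32 SD units from the other accessions. A difference of the accession itself, present in both libraries, may underlie it and was not tested further.

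Accession 9512 had a CG level of 67.0% in TE genes, where the other accessions averaged 75.4% ± 2.56. Over loci with a value in every sample it lay -3.44 SD units from the others, which argues against regions without data. Its CG level was also low in the other 4 classes, by at least 2.21 SD units (-2.21 in antisense lncRNA loci, the nearest to 0), and its CHH level was the lowest of the 32 accessions in protein-coding genes and antisense lncRNA loci. Lower CG calls across the genome of this library therefore remain a candidate explanation. The accession has 1 library, so a trait of the accession and an unusual library cannot be told apart.

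Regions without data may mark sequence that an accession lacks or that reads of it fail to match. In the 84 libraries of accessions other than 6909, the Jaccard index of TE genes without data, the overlap of 2 sets over their union, was 0.589 within accessions (88 pairs) and 0.323 between them (3398 pairs). The difference of 0.266 (permutation p 0.0001, the smallest that 10000 resamples can give) argues against low depth as the whole cause. The reference accession 6909 lacked data at 2.49% to 2.82% of TE genes, against a median of 20.3% in the others. Which sequences are absent was not tested, since no genomes of the accessions were used here.

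The number of loci that differ between accessions was recounted under shuffled accession labels, with 100 sets of labels including the real one. In each of the 30 combinations of class, context and region, 1 of the 100 gave as many loci as the real labels, the real set itself, so chance can be excluded as the source of the whole number, though not of each call. For CG of intergenic lncRNA gene bodies the real labels gave 899 loci, the highest shuffled set 56 and the median 26. For protein-coding genes these were 20090, 519 and 123. For CHG of antisense lncRNA promoters they were 744, 408 and 335, and for CHG of protein-coding promoters 2421, 1313 and 1149. In CHH they were 439, 223 and 128 for antisense lncRNA promoters and 1712, 790 and 501 for protein-coding promoters. Shuffled labels thus gave a large part of the real number in CHG, and at their highest in CHH too. A call at such a promoter alone carries little weight.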
